# *In silico* and experimental analyses predict the therapeutic value of an EZH2 inhibitor GSK343 against hepatocellular carcinoma through the induction of metallothionein genes

**DOI:** 10.18632/oncoscience.285

**Published:** 2016-01-29

**Authors:** Tsang-Pai Liu, Yi-Han Hong, Kwang-Yi Tung, Pei-Ming Yang

**Keywords:** EZH2, metallothionein, hepatocellular carcinoma, microarray analysis, therapeutic biomarker

## Abstract

There are currently no effective molecular targeted therapies for hepatocellular carcinoma (HCC), the third leading cause of cancer-related death worldwide. Enhancer of zeste homolog 2 (EZH2), a histone H3 lysine 27 (H3K27)-specific methyltransferase, has been emerged as novel anticancer target. Our previous study has demonstrated that GSK343, an S-adenosyl-*L*-methionine (SAM)-competitive inhibitor of EZH2, induces autophagy and enhances drug sensitivity in cancer cells including HCC. In this study, an *in silico* study was performed and found that EZH2 was overexpressed in cancerous tissues of HCC patients at both gene and protein levels. Microarray analysis and *in vitro* experiments indicated that the anti-HCC activity of GSK343 was associated with the induction of metallothionein (MT) genes. In addition, the negative association of EZH2 and MT1/MT2A genes in cancer cell lines and tissues was found in public gene expression database. Taken together, our findings suggest that EZH2 inhibitors could be a good therapeutic option for HCC, and induction of MT genes was associated with the anti-HCC activity of EZH2 inhibitors.

## INTRODUCTION

Surgical resection and liver transplantation are the main curative treatments for hepatocellular carcinoma (HCC); however, only 15 to 25% of patients are suitable for these treatments [1]. In addition, HCC is relatively chemo-resistant and highly refractory to cytotoxic chemotherapy, and there is currently no reliable and effective therapy for patients with advanced or metastatic disease [1]. Therefore, HCC is still the third leading cause of cancer-related death worldwide [2]. Molecular targeted agents have been regarded as new treatment option. The multi-kinase inhibitor, sorafenib, has been approved for treating advanced HCC in 2007 [3]. However, sorafenib monotherapy seems insufficient to reach satisfactory results in HCC patients because it confers less than 3 months of actual survival gain in both Western and Asian populations [3, 4]. Therefore, it is still urgent to develop an effective therapeutic strategy for HCC.

Ehancer of zeste homolog 2 (EZH2) is a histone H3 lysine 27 (H3K27)-specific methyltransferase, mediating mono-, di- and tri-methylation at histone H3K27 (H3K27-me1/2/3) together with its interacting partners SUZ12 and EED. EZH2 is frequently overexpressed in tumors [5-7], and inhibition of EZH2 serves as potential anticancer treatments [8, 9]. Several potent EZH2 inhibitors have been developed in recent years [10]. For example, 3-Deazaneplanocin A (DZNep), a S-adenosyl- *L*-homocysteine (SAH) hydrolase inhibitor, indirectly inhibits EZH2 through the depletion of EZH2 protein and the associated H3K27-me3 [9]. One of the major class of EZH2 inhibitors belongs to the competitive inhibitors of S-adenosyl-*L*-methionine (SAM) that is a universal methyl donor for the catalytic reaction of histone methyltransferases. Several SAM-competitive inhibitors, such as EPZ005687, EI1, GSK126, and GSK343, are developed and can selectively kill lymphoma cells with EZH2-activating mutations [11–14].

Based on the *in silico* and *in vitro* analyses of this study, we found that EZH2 is overexpressed in HCC and may be an attractive molecular target for treating HCC. An EZH2 inhibitor, GSK343, acted as a potent anti-HCC agent. Microarray gene expression profiling showed the induction of metallothionein (MT) genes by GSK343, which was associated with its anticancer activity. In addition, negative association of EZH2 and MT1/MT2A expression was observed. Our study provides a novel aspect of EZH2 inhibitors for treating HCC.

## RESULTS AND DISCUSSION

### Identification of EZH2 as a therapeutic target for HCC treatment

To identify possible candidate genes essential for HCC pathogenesis, we analyzed gene expression profiles between normal and tumor liver tissues from three published microarray datasets [15-17]. The results found that 13 genes are upregulated in tumor tissues in these datasets (Figure 1A and Table 1). Their functional association was analyzed by the GeneMANIA (http://genemania.org/) [18]. Most of them are associated with cell cycle regulation (as marked by red color in Table 1), suggesting that HCC may be resulted from dysregulation of cell cycle. In addition, several genes have been reported to correlate with HCC pathogenesis, For example, deregulation of E2F1 has been implicated in the development of HCC [19]. TOP2A overexpression in HCC correlates with shorter patient survival and chemoresistance [20]. Pathway analysis showed the relationship between EZH2 and other genes in a direct or indirect manner (Figure 1B), implying EZH2 may have similar function with these genes. Indeed, EZH2 has been linked to cell cycle machinery through cyclin-dependent kinases 1/2 (CDK1/2)-dependent phosphorylation at Thr350. Blockage of Thr350 phosphorylation reduces EZH2-mediated cell proliferation and migration [21]. Therefore, we proposed that EZH2 may also participate in HCC pathogenesis. Consistently, recent studies have shown that EZH2 plays an important role in HCC tumorigenesis [22-24]. Overexpression of EZH2 is frequently detected in HCC tissues, which was correlated with the aggressiveness and poor prognosis [36-38]. Knockdown of EZH2 expression in HCC cells can reverse tumorigenicity in a nude mouse model [25], demonstrating the potential therapeutic value of EZH2 inhibition in HCC.

**Figure 1:**
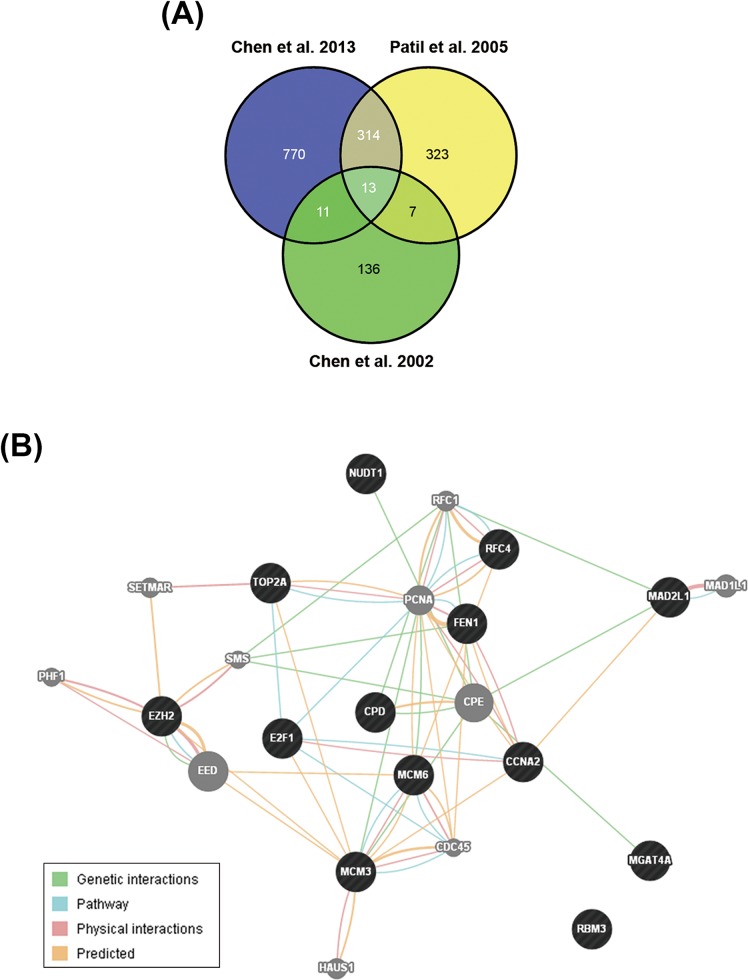
Identification of EZH2 as a potential therapeutic target for HCC treatment **A.** The Venn diagram for gene expression profiles between normal and tumor liver tissues from three published microarray datasets. The overlapped genes were shown in Table 1. **B.** Functional association of the genes in Table 1 was analyzed using the GeneMANIA (http://genemania.org/). The genes in black circles stood for the query genes. The genes in grey circles stood for the genes related to query genes.

**Table 1:** The overlapped gene profile that is upregulated in HCC tumor tissues in three published microarray datasets

Gene Symbol	Description	Fold Change (Chen X et al.)	Fold Change (Patil MA et al.)	Fold Change (Chen YL et al.)
RBM3	RNA binding motif (RNP1, RRM) protein 3	1.569	1.563	2.246
CPD	carboxypeptidase D	1.764	1.95	1.964
CCNA2	cyclin A2	1.991	2.685	2.4
E2F1	E2F transcription factor 1	3.132	2.518	3.049
**EZH2**	enhancer of zeste homolog 2 (Drosophila)	1.924	1.952	2.565
TOP2A	topoisomerase (DNA) II alpha 170kDa	2.156	2.227	5.53
MAD2L1	MAD2 mitotic arrest deficient-like 1 (yeast)	2.474	2.712	3.381
NUDT1	nudix (nucleoside diphosphate linked moiety X)-type motif 1	2.151	2.334	2.019
FEN1	flap structure-specific endonuclease 1	2.406	2.794	2.034
RFC4	replication factor C (activator 1) 4, 37kDa	2.014	2.094	2.426
MCM3	minichromosome maintenance complex component 3	1.675	1.753	2.27
MCM6	minichromosome maintenance complex component 6	1.969	1.829	2.436
MGAT4A	Mannosyl (alpha-1,3-)-glycoprotein beta-1,4-N- acetylglucosaminyltransferase, isozyme A	1.684	1.738	2.124

EZH2 gene was highlighted in bold and cell cycle-related genes were highlighted in red color.

### Overexpression of EZH2 in HCC tissues

To confirm the relationship of EZH2 and HCC pathogenesis, we analyzed EZH2 expression profiles using existing cDNA microarray datasets deposited in the Oncomine database (http://www.oncomine.org/) [26]. In three microarray datasets having both HCC and normal liver tissues [27-29], significantly increased EZH2 gene copy number and mRNA expression in HCC compared with normal liver tissues were found (Figures 2A-2C). In addition, Wurmbach's dataset also shows the upregulation of EZH2 mRNA in samples from tissues of normal, cirrhosis, dysplasia, to HCC in a stepwise manner (Figure 2D). To investigate whether EZH2 was also overexpressed at protein level, the immunohistochemical staining of EZH2 in normal and cancer tissues was obtained from the Human Protein Atlas (http://www.proteinatlas.org/) that is a public database with millions of immunohistochemical images in 44 different normal human tissues and 20 different cancer types, as well as 46 different human cell lines [30-34]. As shown in Figure 2E, the protein expression of EZH2 was undetectable in normal liver tissues. In liver cancer tissues, however, 6 out of 11 cases are high/medium EZH2 staining and 5 out of 11 cases are low or undetectable. These results suggest that EZH2 is overexpressed in HCC and may be an attractive molecular target for treating HCC.

**Figure 2:**
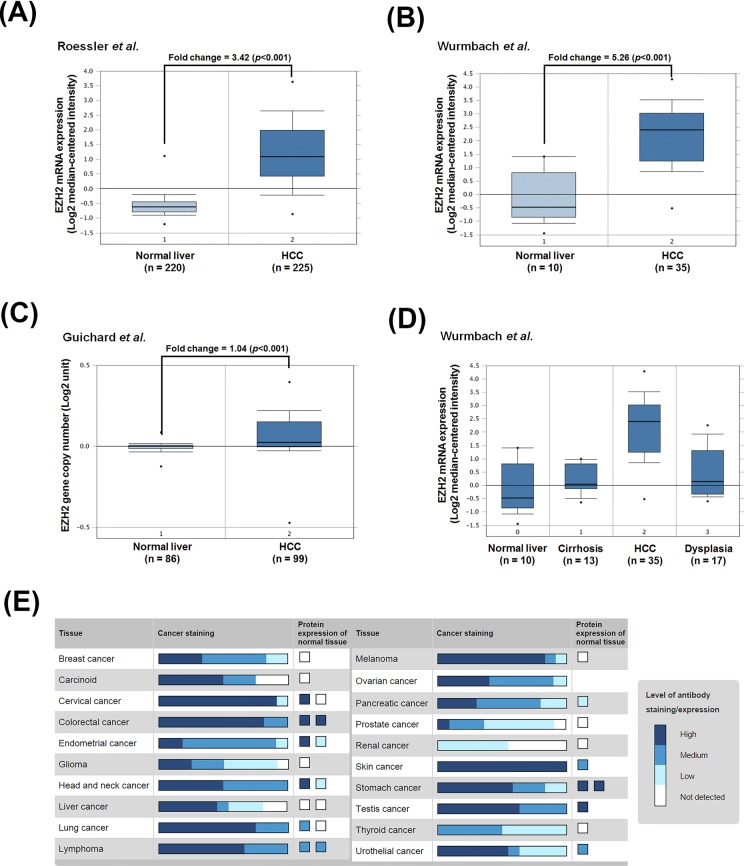
The gene and protein expressions of EZH2 in HCC patients **A**.-**C.** The copy number and mRNA expression of EZH2 in normal liver and tumor tissues. **D.** EZH2 mRNA expression in tissues of normal, cirrhosis, dysplasia, and HCC patients. Microarray datasets were obtained from the Oncomine database (http://www.oncomine.org/). **E.** EZH2 protein expression in normal liver and tumor tissues were obtained from the Human Protein Atlas (http://www.proteinatlas.org/).

### GSK343, an EZH2 inhibitor, induces metallothionein (MT) expression that is correlated with its anticancer activity

Small-molecule-based inhibition of EZH2 has recently been developed as an effective mechanism of therapeutic intervention in hematologic and solid tumors [12, 35]. Our previous study shows that an activity-based EZH2 inhibitor, GSK343 (Figure 3A), induces autophagy and enhances drug sensitivity in cancer cells including HCC. In this study, we also found that GSK343 inhibited cell viability of a human HCC cell lines, HepG2, in a dose-dependent manner (Figure 3B). To investigate the molecular mechanism involved in the anti-HCC activity of GSK343, microarray analysis was performed and found that 46 gene probes were upregulated and 123 gene probes were downregulated (Supplementary File S1). 

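Total RNA from HepG2 cells, a human liver cancer line, was labelled with Cy5 and hybridized to Human OneArray Plus, with 1 array for the control and 1 array for 10 μM GSK343 at 6 h. The heading of Supplementary File S1 writes this dose in mM, and the sample labels and the paper's methods write it in μM. Each array held 31741 probes, of which 24740 named a single gene, 977 named several genes and 6024 named none. The authors deposited processed spot intensity values on a linear scale. Low values were whole multiples of 1.05 on the control array and of 1.03 on the GSK343 array, and the paper's text does not name the background correction or the normalization. The median intensity was 475.8 on the control array and 449.8 on the GSK343 array, and 41 and 91 probes had a value of 0 or less. Differences were taken here as log2 of the GSK343 value minus log2 of the control value, without further scaling, and values of 0 or less were left out. Each condition had a single array, so no test within HepG2 was possible, and the number of arrays limits the precision of every value. The only yardstick for technical spread was the SD of the difference between probes of the same gene divided by the square root of 2, which was 0.39 log2 units over 5408 pairs of probes and 0.27 log2 units in the brightest 25% of pairs.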

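HMGCS1, an enzyme of cholesterol synthesis, was higher with GSK343 by 1.21 log2 units in HepG2 cells, and LPIN1, a phosphatidate phosphatase of lipid synthesis, was higher by 1.30 log2 units as the mean of its 2 probes. ACSS2, which makes acetyl-CoA from acetate, was higher by 1.14 log2 units, and HERPUD1, which acts in the degradation of misfolded proteins, was higher by 1.05 log2 units. Among lower genes, CYR61, a matricellular protein, had a difference of -1.02 log2 units, and the chemokine CCL5 had -1.35 log2 units as the mean of its 2 probes. BCL2L1 and MCL1, which encode antiapoptotic members of the BCL2 family, had differences of -1.27 and -1.03 log2 units, each from a single probe. The median over 13 genes of that family was 0.03 log2 units. In A549 lung cancer cells, which were also measured, BCL2L1 and MCL1 were higher with GSK343, by 1.12 and 1.03 log2 units. Opposite directions in HepG2 and A549 were a general trend, with r = -0.276 over the 15804 probes whose mean signal was at or above the median. For these genes, an effect of single arrays on single probes could not be told apart from a response. The developmental transcription factor genes HOXD9 and NKX2-5 had differences of -1.17 and -1.03 log2 units. In all, 205 probes were at least 1 log2 unit higher with GSK343 and 802 were at least 1 log2 unit lower, so that 20.4% of the probes past this size were higher. After quantile normalization of the 4 deposited arrays, 281 probes were higher and 636 were lower, which is 30.6% higher. All probes of Supplementary File S1, which the paper chose on these samples, differed in the listed direction, and 164 of them by at least 1 log2 unit. These counts have no p-value, and they were 102 higher and 259 lower among probes whose brighter value was at or above the array's median.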

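VPS13C, a protein of vacuolar sorting, had one of the largest differences among brighter single-gene probes, at 3.58 log2 units, while the other VPS13C probe had -0.15 log2 units. PHLDA2, an imprinted regulator of placental growth, was higher by 3.54 log2 units from a dim control value of 78.4. The probes of TMEM63C, a membrane channel, and PIWIL4, a protein that binds small RNAs in the germ line, were higher by 3.22 and 2.49 log2 units. MMP25, a membrane-bound matrix metalloproteinase, was higher by 1.98 log2 units, and TWIST2, a basic helix-loop-helix transcription factor, by 1.78 log2 units. The LRTOMT probe was higher by 1.96 log2 units, and the other LRTOMT probes had differences of 0.10 and -0.19 log2 units. MT1B, MT1X and MT1A were also among the 10 probes with the highest values in this ranking. At the other end of the ranking, ARL6, a small GTPase of the primary cilium, had a difference of -4.54 log2 units, while a dim second ARL6 probe had -0.13 log2 units, and the histone gene HIST1H3J had -3.99 log2 units. PGR, the progesterone receptor, had -2.68 log2 units with one probe and 1.07 log2 units with a probe near background. The adaptor gene SLA had -2.60 log2 units with one probe and 0.05 log2 units with a dim one, and MZB1, a protein of antibody-secreting cells, had -2.61 log2 units. SPINK14 and C16orf47 had differences of -2.89 and -2.67 log2 units. Probes of the kinase gene DYRK1B, the adaptor gene GRB10 and the ubiquitin ligase gene MARCH2 came lowest, with intensities of 8109, 7260 and 2008 in the control and of only 6.20, 9.31 and 4.14 on the GSK343 array, at the floor of the scale, so that the size of their differences is not defined by these values. With an offset of 50 added to each value the differences were -7.18, -6.95 and -5.25 log2 units, and the other MARCH2 probe had 0.21 log2 units without an offset. The ranking took probes that name a single gene and whose brighter value was at or above the array's median.

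**Figure D1:**
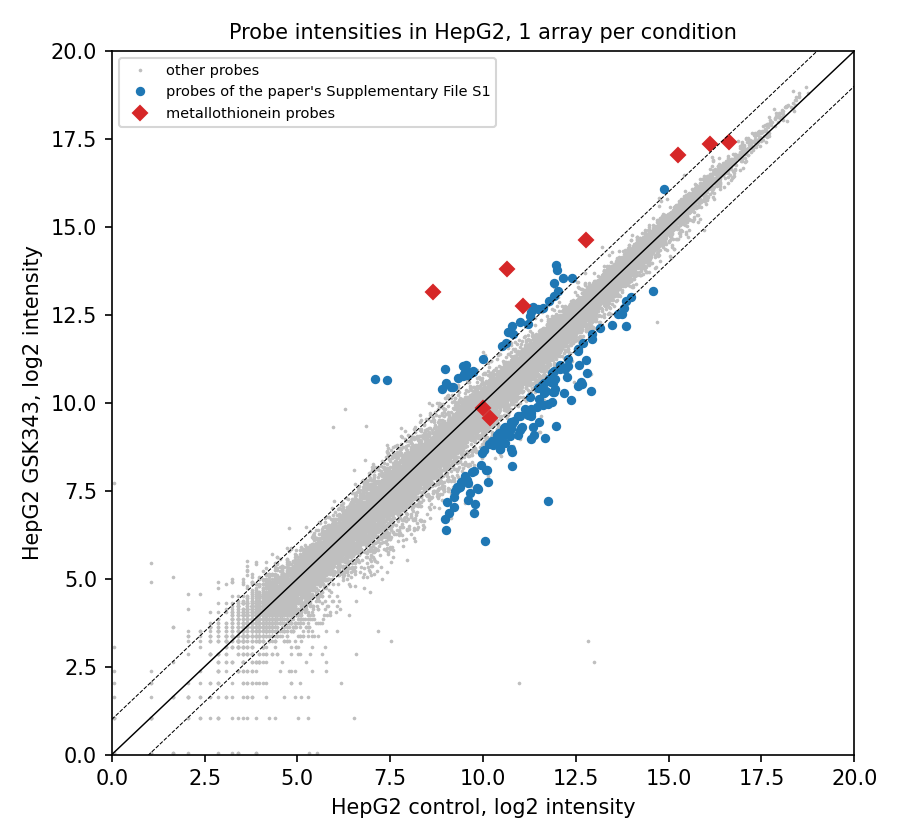
Log2 intensity of each probe on the GSK343 array (y axis) against the control array (x axis) of HepG2 cells. The solid line marks equal values and the dashed lines mark a difference of 1 log2 unit. Blue points are the probes of the paper's Supplementary File S1 and red diamonds are the metallothionein probes. The blue points lie in the brighter range on both sides of the line.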

Top 10 up- and down-regulated gene probes were listed in Table 2. Interestingly, several genes (highlighted in bold) encode metallothionein 1 (MT1) subtypes and MT2 (MT2A) were induced by GSK343. 

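The MT1B probe was 22.3-fold higher with GSK343 in HepG2 cells, with an intensity of 404.7 in the control and 9037 with GSK343. The probe shared by MT1M and the pseudogene MT1JP was 9.07-fold higher, from 1587 to 14396. MT1X was 3.44-fold higher (39038 and 134258), MT1A 3.20-fold (2140 and 6852) and MT1E 2.39-fold (70377 and 168295). MT2A, the single MT2 gene, was 1.75-fold higher, with intensities of 100153 and 175012. A probe that names 8 metallothionein genes and pseudogenes together, MT2A among them, was 3.64-fold higher. On the log2 scale the MT2A difference was 0.81, which is more than the spread between probes of the same gene and less than 1 log2 unit, and the MT1B difference was 4.48. MT1F, MT1G, MT1H and MT1M had no probe of their own, and the sequence that each probe shares with other metallothionein transcripts was not analysed here. From the metallothionein probes among the top probes of Table 2, the paper states that MT1 subtypes and MT2A were induced by GSK343. It also reports real-time PCR of the isoforms, in which MT2A and the MT1 subtypes other than MT1A and MT1F rose. A rise of MT1/MT2A protein is reported from western blot. These other data were not analysed here, and for MT1A the PCR differs from the array value.

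**Figure D2:**
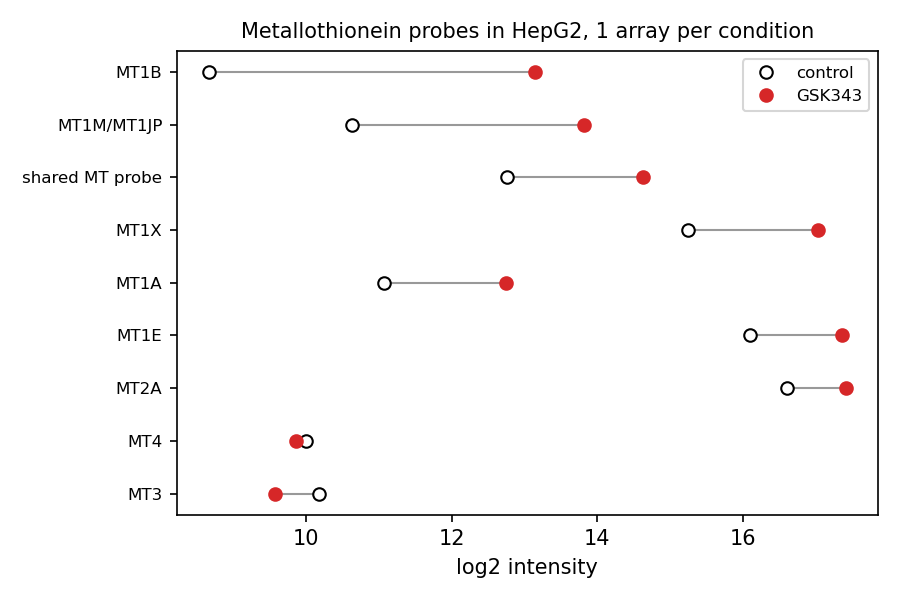
Log2 intensity (x axis) of the 9 metallothionein probes in HepG2 cells, with open circles for control and red circles for GSK343. MT1B has the widest gap between its points, and for MT3 and MT4 the GSK343 point lies to the left of the control point.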

MTs belong a group of cysteine-rich and low-molecular weight intracellular proteins. Due to their rich thiol content, MTs bind many trace metals such as zinc, cadmium, mercury, platinum and silver, thus protecting cells and tissues against heavy metal toxicity [36]. MT1 and MT2 (MT2A), two major isoforms of MT, are found in all types of tissues. Two other members, MT3 and MT4, are expressed in specific tissues such as brain [36]. Human MT genes are located on chromosome 16 q13 in a cluster, in which the MT2A, MT3 and MT4 proteins are encoded by a single gene, and the MT1 protein comprises many subtypes encoded by a set of MT1 genes. The known functional MT1 subtypes are MT1A, MT1B, MT1E, MT1F, MT1G, MT1H, MT1M, and MT1X, which are believed to play distinct roles, depending on their tissue-specific expression pattern [37]. The mRNA expression of all MT isoforms was examined by real-time PCR (Figure 3C). MT1 subtypes, except for MT1A and MT1F, were induced by GSK343. In addition, MT2A, but not MT3 and MT4, was also induced (Figure 3C). In addition, the induction of MT1/MT2A protein expression was also validated by western blot analysis (Figure 3D).

**Figure 3:**
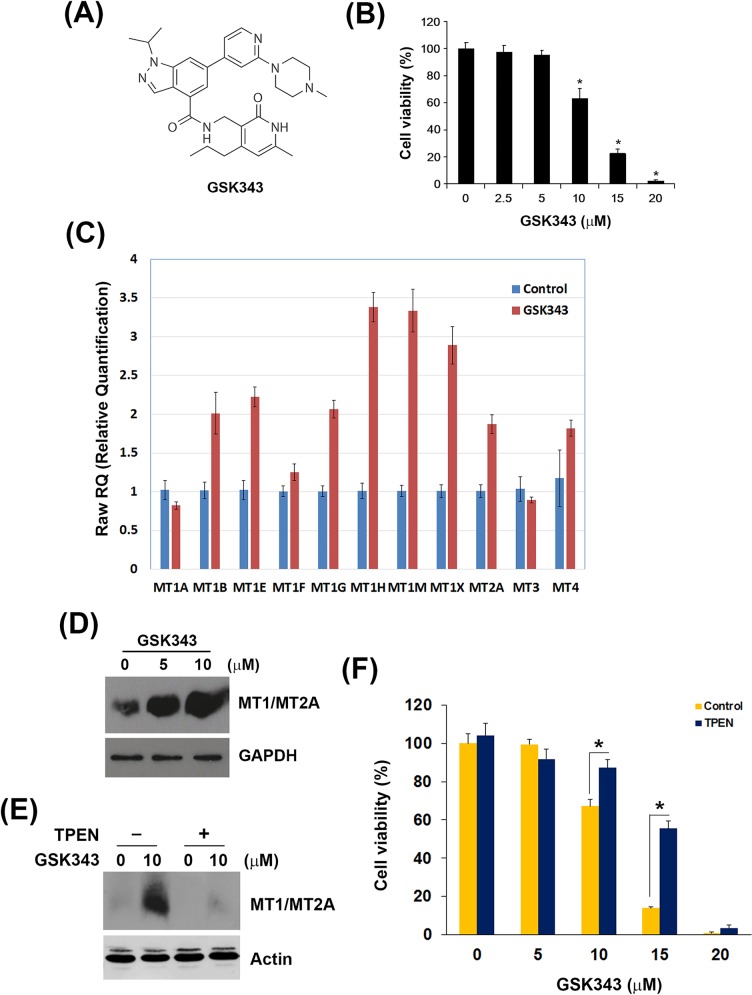
Effect of GSK343 on the cell viability and MT gene expression **A.** The chemical structure of GSK343. **B.** HepG2 cells were treated with 0-20 μM GSK343 for 72 h. Cell viability was examined by MTT assay. **C.** HepG2 cells were treated with 10 μM GSK343 for 6 h. The mRNA expression of MT1 subtypes, MT2A, MT3 and MT4 was analyzed by real-time PCR. **D.** HepG2 cells were treated with 10 μM GSK343 for 24 h. The protein expression of MT1/MT2A was analyzed by western blot analysis. **E.** HepG2 cells were treated with 10 μM GSK343 with or without 5μM TPEN for 24 h. The protein expression of MT1/MT2A was analyzed by western blot analysis. **F.** HepG2 cells were treated with 0-20 μM GSK343 with or without 5μM TPEN for 72 h. Cell viability was examined by MTT assay.

**Table 2:** Top 10 up- and down-regulated gene probes in HepG2 cells treated with 10 μM GSK343 for 6 h

Probe ID	Gene Symbol	Description	Fold Change
PH_hs_0028852	**MT1B**	metallothionein 1B	4.465048
PH_hs_0006434	VPS13C	vacuolar protein sorting 13 homolog C (S. cerevisiae)	3.608639
PH_hs_0006739	TMEM63C	transmembrane protein 63C	3.248965
PH_hs_0042917	**MT1M|MT1JP**	metallothionein 1Mmetallothionein 1J, pseudogene	3.151759
PH_hs_0023522	MMP25	matrix metallopeptidase 25	1.978682
PH_hs_0043618	LRTOMT	leucine rich transmembrane and 0-methyltransferase domain containing	1.926359
PH_hs_0049631	**MT1IP**|**MT1X** |**MT1E**|**MT1A** |**MT2A**|**MT1B**| |**MT1L**|**MT1H**	metallothionein 1I, pseudogenemetallothionein 1X|metallothionein 1E|metallothionein 1A|metallothionein 2A|metallothionein 1B|metallothionein 1L (gene/pseudogene)|metallothionein 1H	1.809486
PH_hs_0036496	TWIST2	twist basic helix-loop-helix transcription factor 2	1.751665
PH_hs_0045784	**MT1A**	metallothionein 1A	1.659662
PH_hs_0018184	**MT1X**	metallothionein 1X	1.651276
PH_hs_0032121	ARL6	ADP-ribosylation factor-like 6	−4.519956
PH_hs_0036082	HIST1H3J	histone cluster 1, H3j	−3.96339
PH_hs_0042831	SPINK14	serine peptidase inhibitor, Kazal type 14 (putative)	−2.858793
PH_hs_0032938	C16orf47	chromosome 16 open reading frame 47	−2.674934
PH_hs_0002738	PGR	progesterone receptor	−2.653247
PH_hs_0019504	MZB1	marginal zone B and B1 cell-specific protein	−2.615926
PH_hs_0031538	RNASE11	ribonuclease, RNase A family, 11 (non-active)	−2.606224
PH_hs_0031319	SLA	Src-like-adaptor	−2.571705
PH_hs_0042528	OR51Q1	olfactory receptor, family 51, subfamily Q, member 1	−2.56117
PH_hs_0045727	FLT1	fms-related tyrosine kinase 1	−2.365311

MT genes were highlighted in bold.

MT expression can be induced by various types of factors, such as heavy metals (e.g. zinc, cadmium, nickel, copper, silver, and cobalt), glucocorticoids, alkylating agents, oxidizing agents, and inflammatory signals [38]. Our results showed for the first time that EZH2 inhibitors can induce MT expression. The induction of MT genes can be regulated by the metal-regulatory transcription factor MTF-1 through binding to the metal regulatory elements (MREs) on MT gene promoters [38]. Because the elevated zinc ion is required for the MRE-binding activity of MTF-1 [39], whether zinc ion is responsible for the GSK343-induced MT expression was investigated by using an zinc chelator, TPEN. As shown in Figure 3E, TPEN abolished GSK343-induced MT1/MT2A protein expression. In addition, TPEN rescued HepG2 cells from GSK343-induced cytotoxicity (Figure 3F). These results suggested that GSK343 may induced MT expression in a zinc-dependent manner, and the induction of MTs was associated with the anticancer activity of GSK343.

Recently, MT is thought to play a role in the pathogenesis of HCC [40]. Several MT1 subtypes, including MT1F, MT1G, MT1H, and MT1M, have been identified as tumor suppressor genes in a variety of cancers including HCC [41-46]. The expression of MT1G and MT1M is frequently silenced in HCC due to promoter hypermethylation [42, 43]. In contrast, 5-azacytidine, a DNA demethylating agent, can activate MTF-1 and induce MT expression [47, 48]. Because EZH2 can directly control DNA methylation through the recruitment of DNA methyltransferase (DNMT) to certain PRC2 target gene promoters [49], inhibition of EZH2 may activate MTF-1- dependent MT induction.

### Negative association of EZH2 and MT genes in cell lines and cancer tissues

To investigate the correlation of MTs and EZH2, the related expression levels of EZH2 and MT genes from 26 selected NCI-60 cell lines (average transcript intensity Z scores of EZH2 > 0.1) were retrieved from the CellMiner database (http://discover.nci.nih.gov/cellminer/) [50, 51]. Heat map and Pearson's correlation between EZH2 and MT genes showed the negative correlation between EZH2 and MT1 subtypes except for MT1M (Figure 4A). In addition, MT2A, but not MT3 and MT4, is also negatively correlated with EZH2 expression (Figure 4A), which was consistent with the results that GSK343 only induced mRNA expression of MT1 subtypes and MT2A (Figure 3C). To investigate the clinical relevance of EZH2 and MTs in cancers, we perform a pan-cancer analysis for the expressions of EZH2 and MT genes in normal and cancerous tissues by using a complete collection of human cancer microarray data (Oncomine Database, http://www.oncomine.org/) [26]. As shown in Figure 4B, EZH2 was frequently overexpressed in various cancer datasets (68 out of 449 analyses). Oppositely, MT1/MT2A, but not MT3/MT4, genes were frequently downregulated in cancer datasets, especially for MT1E (48 out of 419 analyses), MT1F (51 out of 441 analyses), MT1G (65 out of 449 analyses), MT1H (54 out of 448 analyses), MT1M (67 out of 354 analyses), MT1X (62 out of 434 analyses), and MT2A (39 out of 416 analyses). Therefore, these results suggest the negative association of EZH2 and MT1/MT2A in cancers including HCC. To further confirm the relationship between EZH2 and MTs in HCC, the expressions of MT genes were correlated with the level of EZH2 in three microarray datasets having both HCC and normal liver tissues [27-29]. Consistently, most MT1/MT2A genes were downregulated in two of these datasets, which was associated with higher expression of EZH2 (Table 3).

**Figure 4:**
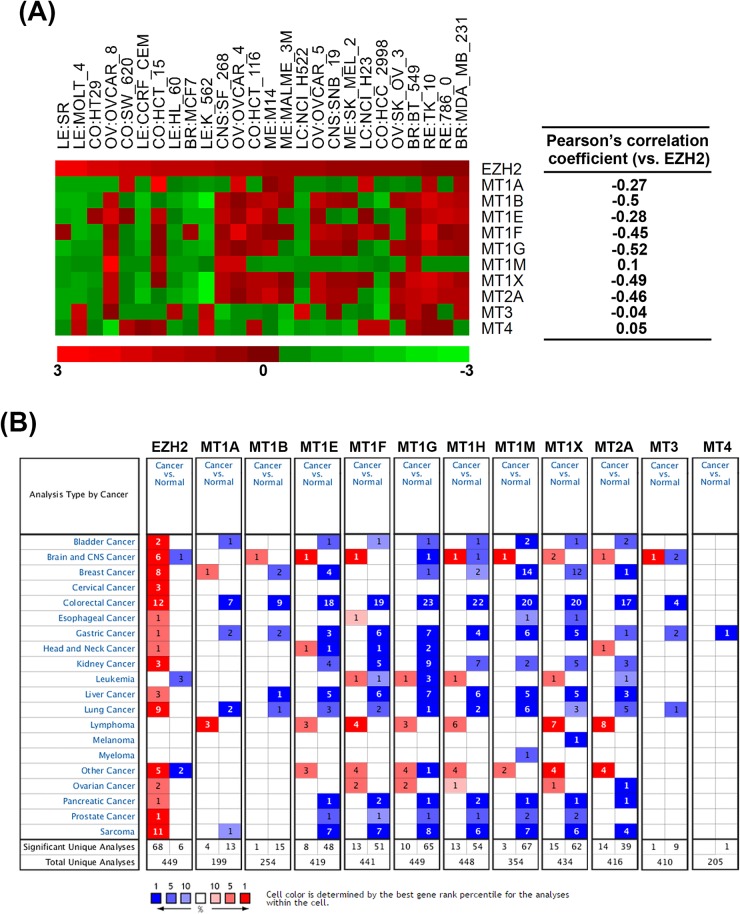
The correlation of EZH2 and MT genes in cell lines and cancer tissues **A.** Left part: Heat map shows the relative expression level of EZH2, MT1 genes, MT2A, MT3 and MT4 from 26 selected NCI-60 cell lines. Red square: increased expression; green square: decreased expression. Right part: Pearson's correlation between EZH2 and MT genes. Coefficient > 0: positive correlation. Coefficient < 0: negative correlation. Coefficient near 0 indicates no correlation between two genes. **B.** Summary view of EZH2 and MT gene expression profiles in human tumors using published human oncology microarray data (Oncomine, http://www.oncomine.org/). The number in each cell under “Cancer *vs*. Normal” corresponds to the amount of cancer types that contains a significantly different level of genes compared to normal corresponding tissue. Thresholds for significance are: fold expression > 2; *p*-value < 0.05 and ranking of gene in the analyses > top 10%. Red signifies the gene overexpression in the analyses; blue represents the gene underexpression. Intensity of color signifies the best rank of gene in those analyses.

**Table 3:** The gene expression levels of EZH2 and MTs in HCC tumor tissues in three published microarray datasets

Gene Symbol	Fold Change (Chen X et al.)	Fold Change (Patil MA et al.)	Fold Change (Chen YL et al.)
EZH2	1.924	1.952	2.565
MT1A	ND	ND	ND
MT1B	−4.006	ND	ND
MT1E	−8.946	ND	−3.262
MT1F	−11.149	ND	−4.306
MT1G	ND	ND	−3.146
MT1H	−13.237	ND	ND
MT1M	ND	ND	−3.097
MT1X	−10.636	ND	−3.359
MT2A	ND	ND	−2.303
MT3	ND	ND	ND
MT4	ND	ND	−0.171

## CONCLUSION

Our *in silico* analysis shows that EZH2 is an attractive molecular target for treating HCC. Our *in vitro* study indicates that GSK343 is a potential anti-HCC agent. 

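As a family, the metallothionein genes were higher with GSK343 in HepG2 cells: of 11 listed genes, 7 had a probe of their own, 5 of these were above 0 and 4 were at least 1 log2 unit higher. Their median difference was 1.26 log2 units, where the central 95% of 10000 random gene lists matched on signal lay between -0.18 and 0.21 log2 units. The paper had singled out this family on the same HepG2 arrays, so this range shows the size of the difference and is not an independent test of it. MT3 and MT4, which are expressed in specific tissues, had differences of -0.60 and -0.13 log2 units. MTF1, the zinc-sensing transcription factor of metallothionein genes, had a difference of -0.19 log2 units as the mean of its probes. The list of MTF1 and the zinc transporter genes had a median of -0.17 log2 units over 25 genes (percentile 1.15 among random lists), and a median of -0.11 log2 units inside the random range when the brightest probe stood for each gene. EZH2 itself, the enzyme that GSK343 inhibits, had a difference of -0.20 log2 units, and its partner SUZ12 had 0.18 log2 units. EED, the other partner, had 0.64 log2 units with a dim probe and 0.01 log2 units with a brighter probe. The differences of EZH2, SUZ12, MTF1 and MT4 were smaller than the spread between probes of the same gene. Counting the shared probes for each gene they name gave a family median of 1.77 log2 units.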

Microarray analysis finds that MT1 and MT2A genes are induced by GSK343, which is associated with its anticancer activity. In addition, negative association of EZH2 and MT1/MT2A expression is found in cancers including HCC. Therefore, we proposed that the reversion of these gene expressions profiles by GSK343 will provide therapeutic benefits. Taken together, these results demonstrate the therapeutic value of GSK343 for treating HCC through the induction of MT genes.

## MATERIALS AND METHODS

### Materials

MT1/MT2A and GAPDH antibodies were purchased form GeneTex (Hsinchu, Taiwan). Horseradish peroxidase-labeled goat anti-rabbit and anti-mouse secondary antibodies were purchased from Jackson ImmunoResearch (West Grove, PA, USA). DMEM medium, L-glutamine, sodium pyruvate, and Antibiotic- Antimycotic (penicillin G, streptomycin and amphotericin B) were purchased from Life Technologies (Gaithersburg, MD, USA). Fetal bovine serum (FBS) was purchased from GIBCO (Grand Island, NY, USA). GSK343 was purchased from Biovision (Mountain View, CA, USA). N,N,N',N'-tetrakis(2-pyridinylmethyl)-1,2-ethanediamine (TPEN) was purchased from Cayman Chemical (Ann Arbor, MI, USA). 3-(4,5-dimethylthiazol-2-yl)-2,5- diphenyl tetrazolium bromide (MTT) and dimethyl sulfoxide (DMSO) were purchased from Sigma (St. Louis, MO, USA). Protease and phosphatase inhibitor cocktails were purchased from Roche (Indianapolis, IN, USA). Other chemicals or reagents not specified were purchased from OneStar Biotechnology (New Taipei City, Taiwan).

### Cell culture

HepG2 cells were purchased from the Bioresources Collection and Research Center (BCRC), Food Industry Research and Development Institute (Hsinchu, Taiwan). Cells were cultured in DMEM medium supplemented with 10% FBS, 1 mM sodium pyruvate, 1% L-glutamine, 1% Antibiotic-Antimycotic Solution, and incubated at 37°C in a humidified incubator containing 5% CO2.

### Cell viability assay

Cell viability was measured with an MTT assay. Cells were plated in 96-well plates and treated with drugs. After 72 h of incubation, 0.5 mg/mL of MTT was added to each well for an additional 4 h. The blue MTT formazan precipitate was then dissolved in 200 μL of DMSO. The absorbance at 550 nm was measured on a multiwell plate reader.

### Western blot analysis

Cells were lysed in an ice-cold buffer containing 50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM MgCl_2_, 2 mM EDTA, 1% NP-40, 10% glycerol, 1 mM DTT, 1x protease inhibitor cocktail and 1x phosphatase inhibitor cocktail at 4°C for 30 min. Cell lysates were separated on a sodium dodecylsulfate (SDS)-polyacrylamide gel, and then transferred electrophoretically onto the Hybond-C Extra nitrocellulose membrane (GE Healthcare, Piscataway, NJ, USA). The membrane was pre-hybridized in 20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.05% Tween-20 (TBST buffer), and 5% skim milk for 1 h, and then transferred to a solution containing 1% bovine serum albumin (BSA)/TBST and a primary antibody and incubated overnight at 4°C. After washing with the TBST buffer, the membrane was submerged in 1% BSA/TBST containing a horseradish peroxidase-conjugated secondary antibody for 1 h. The membrane was washed with TBST buffer, and then developed with an enhanced chemiluminescence (ECL) system (Perkin-Elmer, Boston, MA, USA) and exposed to x-ray film (Roche, Indianapolis, IN, USA).

### Microarray analysis and real-time PCR

Total RNA was extracted from HepG2 cells that were treated with 10 μM GSK343 for 6 h. The mRNA profiles were analyzed using Human OneArray Plus (Phalanx Biotech, Hsinchu, Taiwan). Target genes were validated by real-time PCR. Total RNA was extracted by using TRIZOL reagent (Invitrogen, Carlsbad, CA, USA). The quantity of RNA samples was determined using NanoDrop ND-1000 (Thermo Scientific, Wilmington, DE, USA). RNA samples were reverse-transcribed for 120 min at 37°C with High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Quantitative PCR was performed by the condition: 10 min at 95°C, and 40 cycles of 15 sec at 95°C, 1 min at 60°C using 2X Power SYBR Green PCR Master Mix (Applied Biosystems) and 200 nM of forward and reverse primers. Each assay was run on an Applied Biosystems 7300 Real-Time PCR system in triplicates and expression fold-changes were derived using the comparative CT method, GAPDH gene as endogenous control and untreated control sample as calibrator. The sequences of the primers used in real-time PCR were 5′-CCCATGAGCTGTGCCAAGT-3′ and 5′-TTCCAAGTTTGTGCAGGTCACT-3′ for MT1A, 5′-GCCCAGGGCTGCATCTG-3′ and 5′-TTCCAAGTTTGTGCAGGTCACT-3′ for MT1B, 5′-GGCTCCATTCTGCTTTCCAA-3′ and 5′-AGTGGCGCAAGAGCAGTTG-3′ for MT1E, 5′-AGCGGCCGGCTGTTG-3′ and 5′-AGAGACTGGACTTTCCAAGAGAGAAG-3′ for MT1F, 5′-CCTGTGCCGCTGGTGTCT-3′ and 5′-TGCAGCCTTGGGCACACT-3′ for MT1G, 5′-GGGCTGCATCTGCAAAGG-3′ and 5′-TTACGTGTCATTCTGTTTTCATCTGA-3′ for MT1H, 5′-CGCTCCATTTATCGCTTGAGA-3′ and 5′-TGCAGGCGCAGGAGACA-3′ for MT1M, 5′-GCTGCGTGTTTTCCTCTTGAT-3′ and 5′-GAGCAGCAGCTCTTCTTGCA-3′ for MT1X, 5′-GCCCAGGGCTGCATCTG-3′ and 5′-TTTGTGGAAGTCGCGTTCTTT-3′ for MT2A, 5′-CTGCCCCTGCCCTTCTG-3′ and 5′-ACACAGTCCTTGGCACACTTCTC-3′ for MT3, and 5′-GCAACTGTAAAACATGTCGGAAGA-3′ and 5′-AGCCTCCTTTGCAGATGCA-3′.

### Statistical analysis

Means and standard deviations of samples were calculated from the numerical data generated in this study. Data were analyzed using Student's *t* test. *p* values < 0.05 (*) were considered significant.

## SUPPLEMENTARY MATERIAL TABLE

How the deposited data were processed for this re-analysis (not part of the article)

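HepG2 liver cancer cells and A549 lung cancer cells were measured as control and after 10 μM GSK343 for 6 h, with 1 array of Human OneArray Plus for each condition and 4 arrays in all. The paper describes the HepG2 arrays and does not report on A549. The authors deposited processed Cy5 intensity values on a linear scale for 31741 probes, without flags or background columns. Low values on each array were whole multiples of a constant, 1.05 and 1.03 for the HepG2 arrays and 0.949 and 0.978 for the A549 arrays, and the array medians were 475.8, 449.8, 460.1 and 498.8. The paper's text does not name the scanner, background correction or normalization, and these steps could not be repeated.

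Differences were computed as log2 of GSK343 minus log2 of control within each line, without further scaling and without values of 0 or less, which left 31634 probes in HepG2 and 31667 in A549. A gene's value was the mean over the probes that name this gene alone, for 18365 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with R 4.3.3 and limma 3.58.1 for the test over both lines. Counts used a size of 1 log2 unit, the smallest in Supplementary File S1. Since each condition had 1 array, these counts have no p-value. The spread between probes was the SD of the difference between probes of the same gene, divided by the square root of 2.

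The comparisons, the alternatives and 26 gene lists were fixed before the data were examined. The lists covered metallothionein genes, metal transport, lipid synthesis, stress responses, cell cycle, PRC2 and its targets, signalling, cell identity and control genes, and one list, of other metallothionein genes and pseudogenes, had no probe of its own. The median of each of the other 25 lists was set against 10000 random lists of the same size, matched on signal in 20 bins. Genes named in the text were taken from the genes of Table 1, Table 2 and Fig. 3C with EZH2, SUZ12, EED and MTF1, the 10 highest and 10 lowest single-gene probes of each line at or above the array's median, up to 4 genes of each list, and genes that differ in opposite directions between the lines. Not every gene under this rule is named, and which ones are was chosen with their values in view. The paper's Table 2 values had been seen when this rule was set.

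limma was fitted to all 4 arrays with cell line as a block and a variance trend, two-sided, with Benjamini-Hochberg adjustment over 31607 probes. This leaves 1 residual degree of freedom, and the error is the disagreement between the lines. The script was tested on simulated data with 200 changed probes of 31607. With variances drawn from the fitted prior of the model, a change of 1 log2 unit was recovered for 0 probes, 2 log2 units for 197 probes with 45 false calls (18.6% of calls), and 4 log2 units for 200 probes with 14 false calls (6.54%). With the fitted variance of each probe, 162, 200 and 200 probes were recovered at 1, 2 and 4 log2 units, with 71, 77 and 68 false calls (30.5%, 27.8% and 25.4% of calls). The share of false calls was thus above the nominal 0.05 in every simulated setting that gave calls. These shares may not hold for the deposited arrays, since the simulated noise was independent between arrays. Over brighter deposited probes, the differences of the lines ran in opposite directions (r = -0.276). There, limma gave 1287 of all probes an unadjusted p under 0.05, fewer than the 1580 expected by chance. Simulated lists of 7 genes shifted by 0.25 log2 units lay above the central 95% of random lists in 31 of 50 cases, and those shifted by 0.5 log2 units in 50 of 50, against 2 of 50 above and 3 of 50 below without a shift.

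The alternatives were median centring, quantile normalization, probes at or above the median or the 25th percentile, an offset of 50 before the log, a size of 1.5 log2 units, the brightest probe per gene, shared probes included, and for limma no trend, robust estimation and no cell line block. Alternatives added after the values were seen left out spots near 0 on a single array, or kept only named probes at least as bright as the dimmest of the probes in Supplementary File S1. Real-time PCR, western blot, viability and public tissue data were not analysed here.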

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

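The tests of explanations in this part (between probes of the same gene, after quantile normalization of brighter probes, on the metallothionein probes and on spots near 0) were chosen after the results were seen, while the counts and list medians were planned. For pairs of probes of the same gene, r between one probe in HepG2 and the other in A549 was undecided at -0.113 under the bounds first set for it; later forms of the test, with 0.0618 for pairs of similar mean contrast, 0.0340 for all pairs and a limit of 0.0546 from r within the lines, were dropped, and the bound used below was set last. The test of MT1A against the A549 controls was added after a first test of MT1A, which is also given.

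A549 was measured and is not reported in the paper: 499 probes were at least 1 log2 unit higher with GSK343 and 242 were lower, which is 67.3% higher. With median centring, which shifts all A549 differences by -0.12 log2 units, 339 were higher and 355 lower, which is 48.8% higher.

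The paper gives HepG2 array values for single members of several of the following gene groups, such as THBS1, LPIN1 and HMGCS1, and none for a group as a whole; their medians lay outside the central 95% of random lists. In HepG2, the median was 0.44 for cholesterol synthesis and uptake, 0.34 for fatty acid synthesis, 0.27 for the unfolded protein response and 0.090 for replication-dependent histone genes. It was -0.35 for immediate-early and YAP target genes, -0.17 for zinc transporters and MTF-1 and -0.10 for cell cycle genes. In A549, the median was 0.38 for cholesterol synthesis and uptake, 0.20 for fatty acid synthesis, 0.63 for the integrated stress response, -0.28 for NRF2 targets and -0.072 for replication-dependent histone genes. With the brightest probe per gene, zinc transporters and MTF-1 in HepG2 (-0.11) and fatty acid synthesis (-0.037) and NRF2 targets (-0.28) in A549 lay inside the random range. NRF2 targets in A549 also lay inside it after quantile normalization (-0.15), as did histone genes in A549 with probes at or above the median (-0.11).

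Among genes with a probe at or above the array's median in each line, 6 differed in opposite directions between the lines by at least 1 log2 unit in each, and this difference was not tested. BCL2L1 had -1.27 in HepG2 and 1.12 in A549, MCL1 had -1.03 and 1.03, and TOP1 had -1.40 and 1.21. CLPTM1 had -1.03 and 1.14, and OR10AD1, an olfactory receptor gene, had -1.25 and 1.44. VPS13C had 1.72 and -1.05 as the mean of its probes, of which one had 3.58 and -2.17 and the other -0.15 and 0.07.

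Over 15804 brighter probes, differences in HepG2 and A549 ran in opposite directions (r = -0.276, rho = -0.394 across probes, which are not independent replicates), while over all 31607 probes r was -0.0779 and rho -0.201, and of the paper's probes 38 of 46 and 78 of 123 had the same sign in both lines. A brightness trend left by the authors' scaling is argued against as the whole cause, since r was -0.256 after quantile normalization. Opposite responses that the probes of a gene share, or swapped labels in one line, are left undecided as the whole cause. The test used 1137 pairs of probes of the same gene with a similar control contrast. There, r between one probe in HepG2 and the other in A549 was -0.113 (-0.173 to -0.0507 in resampled pairs). Within a probe r was -0.371. The bound was this r times the r of the control contrast between probes, 0.75 over all pairs. The differences themselves had r between probes of only 0.154 in HepG2 and 0.0193 in A549 over all pairs. A shared response might thus not reach that bound. Shuffled differences gave -0.152 (-0.192 to -0.108) under that selection of pairs, a range that holds -0.113. Within a line, r between the probes was 0.370 in HepG2 and 0.348 in A549, which left room for a shared r of up to 0.359 in size. Shuffled differences there gave 0.139 (0.0846 to 0.193) in HepG2 and 0.167 (0.111 to 0.223) in A549. The probes of a gene thus shared more within a line than the selection gives. An effect of single arrays on single probes cannot be told apart from opposite responses of single transcripts, or of genes such as BCL2L1 and MCL1 with 1 probe each, since r between probes was at most 0.154 over all 2374 pairs but above the shuffled range in the 1137 pairs.

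The metallothionein median was 1.26 in HepG2 and 0.18 in A549, a difference that was not tested. The smaller fold of the MT1B and MT1M probes was 2.64 times the largest fold of MT1A, MT1E, MT1X and MT2A. This argues against cross-reading of the latter transcripts only if dim and bright probes show folds on the same scale. That was not tested, and the HepG2 control intensity was 404.7 for MT1B and 39038 for MT1X, the gene with the largest of these folds. Transcripts of MT1F, MT1G and MT1H, which had no probe of their own, stay open. For MT1A, whose difference lay -0.10 log2 units from that of MT1X, a partial reading of MT1X transcripts stays open, as does a reading of MT1X alone. The A549 to HepG2 difference of the controls was 1.12 log2 units higher for MT1A than for MT1X. This gap cannot decide it, since probes of the same gene often differed in that contrast. Only 1137 of 2374 pairs lay within 0.5 log2 units of each other. From the arrays alone, an effect of single arrays on these probes cannot be told apart from a response. The A549 median lay 0.53 log2 units above the -0.34 that the slope over brighter probes would give. However, an effect on a HepG2 array alone predicts nothing for A549, and 3 of the 7 probes lay under the median in A549. For HepG2 the paper has other evidence, which was not analysed here. By real-time PCR (Fig. 3C) it reports a rise of MT2A and of the MT1 subtypes other than MT1A and MT1F. By western blot it reports a rise of MT1/MT2A protein. A response of the family that is larger in HepG2 than in A549 may remain as a hypothesis, found and examined on the same 4 arrays.

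On the HepG2 GSK343 array 12 probes, and on the A549 control array 2 probes, lay under that array's percentile 1. These probes were at or above the median on each of the other arrays. The DYRK1B probe, for example, had 6.20 on the HepG2 GSK343 array and 8109 in the HepG2 control. The probe of RPS28, a ribosomal protein gene, had 0 on that GSK343 array and 184503 in the HepG2 control. In A549 it had 176200 in the control and 154745 with GSK343. Other probes of the same genes existed for 2 of the 14 spots, those of RBM41 and SEMA4G, and had a median difference of -0.29 log2 units. With so few of them, failed spots and lost transcripts cannot be told apart for the remaining genes, and no biological explanation was tested.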

How the results depend on the processing

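The alternatives that left out spots near 0, and that kept only named probes at least as bright as the dimmest of the paper's, were chosen after the values were seen. Of the values for counts, lists, correlations and limma under all alternatives, 409 kept their size and direction within the spread or within 1.5 times a count, 23 moved and 1 reversed, and for named genes 376 stayed and 13 moved, all with an offset of 50. With probes at or above the median, the counts were 102 higher and 259 lower in HepG2 and 228 and 34 in A549, r between the lines was -0.287 and rho -0.411 with this filter applied to each line (-0.0779 and -0.201 over all probes; -0.276 and -0.394 with the mean of the 4 arrays at or above its median), and the NF-kB and TNF response median in A549 was -0.56 (0.03 over all probes). At the 25th percentile, 135 were higher and 479 lower in HepG2, and 84 were lower in A549; fewer probes are counted by construction, and the lost ones were dim, which is where signal over background limits the values. An offset of 50, which shrinks dim differences by construction, gave 90 and 352 in HepG2 and 240 and 43 in A549, and 2 limma calls where the other settings gave 0, an unnamed probe at 2.70 (adjusted p = 0.0238) and TNFAIP8L2 at -2.40 (adjusted p = 0.0148); adjusted p over all settings had lowest values from 0.0148 to 1.00. At 1.5 log2 units, there were 44 and 298 in HepG2 and 98 and 73 in A549, and named probes above the paper's dimmest gave 76 and 187 in HepG2. With the brightest probe per gene, the fatty acid synthesis median in A549 reversed to -0.037 and the NF-kB and TNF response median was -0.52. The cause of these changes was not tested. With shared probes included the metallothionein median in HepG2 was 1.77, where each shared probe counted for every gene it names. Outside the central 95% of random lists lay 8 lists in HepG2 and 5 in A549, and the brightest probe left 7 and 3 of these, probes at or above the median 8 and 4, and quantile normalization 8 and 4.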

Differences from the paper's values

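The alternative that kept named probes above the paper's dimmest was chosen after the values were seen, and the others were planned. The paper gives 46 upregulated gene probes in HepG2. Here 205 of 31634 probes, those that name no gene included, were at least 1 log2 unit higher. It states no size threshold for its counts; its statistics section names a p threshold for the paper as a whole, and Supplementary File S1 carries a p for each listed probe, the largest 0.0493, which could not be recomputed from 1 array per condition and was not applied here. Of the alternatives set before the data were examined, 1.5 log2 units gave 44, within 1.5 times the paper's value in number alone, since the paper's values for its 46 probes reach down to 1.01 and 13 of these probes were among the 44, and median centring, quantile normalization, the filters at the median and the 25th percentile and the offset of 50 did not come within it. The paper gives 123 downregulated gene probes, and 802 probes, those that name no gene included, were at least 1 log2 unit lower here. None of the alternatives set before the data were examined came within 1.5 times the paper's value. The named probes above the paper's dimmest, chosen after seeing the values, came closer at 76 and 187 without reaching it, and dropped 10 of the paper's own probes.

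The Fold Change column of Table 2 holds log2 values, as the heading of the same column in Supplementary File S1 says. On that scale the 20 values of Table 2 and those computed here differed by at most 0.13 log2 units. For MT1A, the paper states from real-time PCR (Fig. 3C) that it was not induced, while Table 2 lists it as upregulated, and its array difference here was 1.68 log2 units.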

Other observations

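The comparison with the paper's probes, the lists and limma were planned, and no test in this part was chosen after its result was seen.

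In HepG2 cells, genes of cholesterol synthesis and uptake were higher together with GSK343, 19 of 20 measured genes above 0 (percentile 100 among random lists). They included DHCR7 and FDFT1, enzymes of sterol synthesis, at 0.85 and 0.81 log2 units, and MSMO1 at 0.74. Of 12 genes of fatty acid synthesis, 9 were above 0, among them FASN, the fatty acid synthase, at 0.60, while the desaturase gene FADS2 had -0.50. Of 7 genes of the unfolded protein response, 5 were above 0, with DNAJB9, a chaperone of the endoplasmic reticulum, at 0.81 and SDF2L1 at 0.58, while XBP1 had -0.34. Immediate-early and YAP target genes were lower, with 2 of 20 above 0, and included THBS1, a matrix glycoprotein, at -0.998, RHOB at -0.82 and CTGF at -0.77. Of 25 cell cycle genes, 7 were above 0, and the mitotic kinase genes PLK1, CDK1 and AURKB had -0.49, -0.37 and -0.36, while CDC6 had 0.45. Of 54 histone genes, 32 were above 0 although HIST2H2BF had -1.73.

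In A549 cells, 19 of 20 genes of cholesterol synthesis and uptake were also above 0, with INSIG1, a regulator of sterol synthesis, at 1.71, MVK at 1.30 and IDI1 at 0.98. Of 13 genes of the integrated stress response, 11 were above 0, with TRIB3 at 1.82, DDIT4 at 1.13 and the transcription factor gene DDIT3 at 0.78. Of 12 genes of fatty acid synthesis, 9 were above 0, with FADS2 at 1.02 and LPIN1 at 0.85. Of 8 NRF2 targets, 3 were above 0, and GCLC and GCLM, which act in glutathione synthesis, had -0.84 and -0.47; this list lay inside the random range after quantile normalization (percentile 7.99) and with the brightest probe per gene (percentile 2.67). The largest differences in A549 rested on single probes: the transcription factor gene SOX6 had -7.16 (5886 in the control and 41.1 with GSK343), while its other probes had -0.20 and -0.15. LRTOMT had -4.78, while its other probes had 0.93 and 0.33, and PYGB, a glycogen phosphorylase, had -4.66 from its single probe. B4GALT2 read 10.4 in the control, near the floor, and 2290 with GSK343, while its other probe had -0.072, and WDR20 had 3.66, with 0.14 and -0.11 from its other probes. AEBP2, which encodes a Polycomb protein, had -1.94 from its single probe. CBX2, another Polycomb gene, had -1.48 with one probe and 0.03 with a brighter one, and the imprinted gene NNAT had -1.92, with -1.49 in HepG2. CDKN1A, a cell cycle inhibitor, and GDF15, a stress-induced cytokine, had 1.26 and 1.44 in A549, and -0.56 and -0.64 in HepG2. SLC39A14, a zinc transporter, had 0.89 as the mean of probes at 2.07 and -0.28. The metallothionein genes had a median at percentile 89.7 among random lists, with MT3 at 0.95, MT1B at 0.41, MT1A at 0.24 and MT1E at -0.31. MT2A had -0.13, and 0.02 after quantile normalization.

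The other lists lay within the central 95% of random lists, and some of these medians change sign with the scaling. Under an alternative, some lay outside that range. In HepG2 these were autophagy and lysosome (0.14 with probes at or above the median, 0.16 with the brightest probe), developmental genes repressed by PRC2 (-0.28) and the NF-kB and TNF response (-0.20) with probes at or above the median, and hypoxia and glycolysis (-0.15) after quantile normalization. In A549 they were the NF-kB and TNF response (-0.56 with probes at or above the median, -0.52 with the brightest probe), immediate-early and YAP target genes (-0.17) with the brightest probe, and hepatocyte genes (-0.15 with probes at or above the 25th percentile and with the brightest probe). In HepG2 the medians were 0.11 for autophagy and lysosome, 0.08 for the integrated stress response, 0.07 for NRF2 targets, 0.08 for heat shock genes, 0.07 for p53 targets, 0.09 for PRC2 components, 0.03 for the BCL2 family and 0.02 for the interferon response. They were -0.08 for developmental genes repressed by PRC2, -0.09 for the NF-kB and TNF response, -0.11 for hypoxia and glycolysis, -0.00 for the genes of Table 1, 0.02 for housekeeping genes and -0.05 for families not expected in either line. Of 409 genes of these unexpected families, 22 were at least 1 log2 unit lower in HepG2 and 2 were higher. Over all 31634 probes, 802 were lower and 205 higher by that size. Cell identity lists had 0.05 for hepatocyte genes, -0.09 for genes high in A549 and 0.08 for blood cell, fibroblast and endothelial genes. In A549 the medians were 0.13 for zinc transporters and MTF-1, 0.08 for autophagy and lysosome, 0.01 for the unfolded protein response, -0.10 for heat shock genes, 0.02 for p53 targets, -0.11 for cell cycle genes, -0.08 for the genes of Table 1, -0.16 for PRC2 components and -0.00 for developmental genes repressed by PRC2. They were -0.12 for immediate-early and YAP target genes, 0.01 for the interferon response, 0.03 for the NF-kB and TNF response, -0.07 for hypoxia and glycolysis, 0.11 for the BCL2 family, 0.02 for housekeeping genes and 0.07 for families not expected. Cell identity lists had -0.05 for hepatocyte genes, -0.10 for genes high in A549 and 0.21 for blood cell, fibroblast and endothelial genes.

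Of the paper's 46 upregulated probes, 38 (82.6%) were also above 0 in A549, with a median of 0.39 log2 units, where random probes of the same signal gave 53.7%. Of its 123 downregulated probes, 78 (63.4%) were below 0 in A549, with a median of -0.21 log2 units, where random probes gave 43.2%. Of the genes past 1 log2 unit in both lines that had a probe at or above the array's median in each, 8 differed in the same direction and 6 in opposite directions, and MMP25, with 1.98 in HepG2 and 1.33 in A549, was among the former.

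limma called 0 probes over both lines at an adjusted p under 0.05, with 1287 probes at an unadjusted p under 0.05 where 1580 were expected by chance. Its lowest adjusted p was 0.358, a value shared by many probes, higher and lower, with and without a gene name. An unnamed probe at 3.04 log2 units came first by unadjusted p. Among the others were NNAT, which was lower on both GSK343 arrays with a mean difference of -1.70 log2 units (standard error 0.215), and the kinase gene STK19 at -1.90 log2 units (standard error 0.226).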
